A study of Homo sapiens with 12 samples. Its data were reported in "A systematic evaluation of miRNA:mRNA interactions involved in the migration and invasion of breast cancer cells" (2013).

How the data were processed

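The mRNA of 12 human breast cell lines was measured on Affymetrix Human Genome U133 Plus 2.0 arrays, 1 array per line. Per the labels, total RNA was labelled with biotin by a kit that starts from the 3' end of the RNA. The 10 cancer lines grew in DMEM with fetal bovine serum. The immortalized breast epithelial lines MCF10A and MCF12A grew in DMEM/F12 with horse serum, EGF, insulin, cholera toxin and hydrocortisone, so that medium and group cannot be told apart for these lines.

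The deposited table held log2 expression values for 54675 probe sets on each of the 12 arrays, with no missing value and a range from 2.07 to 15.03. The authors analysed the arrays in Partek. The background correction, summarization and normalization of these arrays are not given in the sources used here. The array medians lay between 5.62 and 5.71, and the deposited values were used without further scaling. For arrays, the number of lines limits the precision.

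After leaving out 62 control probe sets, 41091 probe sets had 1 gene symbol in the annotation used, 1801 had several symbols and 11721 had none. No gene was named from the last 2 kinds, so that some members of the gene lists, KRT17 and TP63 among them, were not analysed here. Symbols were updated through Entrez identifiers with a gene table of the GRCh38.p14 assembly, which was used for names only. In it 41037 probe sets matched, and the other 54 kept their older symbol. Each of the 19775 genes was represented by the probe set with the highest mean over all arrays. Among called genes with several probe sets, every probe set had the same sign for 100 of 126 genes in the comparison of the aggressive lines with the other 8. Against the less aggressive lines it was 525 of 629 genes. There the other probe set of MSN stood at -0.18 against 6.03 for the one used, and that of XBP1 at 0.11 against -3.00. The other probe set of KRT19 stood at -0.54 against -7.53. The size depends on the probe set as well. In the comparison with the other 8 lines it ranged from 0.70 to 8.29 over the 3 probe sets of EDIL3. Over the 4 of CDH11 it ranged from 1.71 to 6.76 and over the 4 of LOXL2 from -0.14 to 5.34.

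Groups followed the labels, with 4 aggressive, 6 less aggressive and 2 immortalized lines. Each line was 1 replicate, and p-values measure the spread between these lines, which may hold differences that have nothing to do with the group. Replicate numbers followed the order of deposit and paired no lines. The aggressive lines were compared with the other 8 lines pooled as 1 group, as the study did, in a fit of 2 groups over all 12 arrays. Aggressive against less aggressive, aggressive against immortalized and immortalized against less aggressive lines were compared in 1 fit with a mean for each group. All fits used lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over all 19775 genes. A gene was called at an adjusted p under 0.05. Every adjusted p below comes from limma unless another test is named.

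A total of 32 gene lists held 493 members, of which 449 were measured. The lists, the tests, the rule for named genes and the alternatives were fixed before the data were examined, apart from those said to be later. List shifts were tested with camera at its preset correlation of 0.01, beside camera with an estimated correlation and fry, adjusted over the lists. Lists of the study's target genes and of its qRT-PCR panel were chosen by the study, in part on these arrays. Similarity of arrays was tested by an exact permutation test over 13860 assignments. RNA quality was read from the difference between 3' and 5' control probe sets of ACTB and GAPDH.

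Genes were named by a rule. For the aggressive lines against the other 8 lines it took the 10 highest and 10 lowest log2 fold changes among called genes whose groups did not overlap, the 9 genes of the study's qRT-PCR panel and up to 4 members per list with the smallest adjusted p. For the other 3 comparisons it took the 6 highest and 6 lowest called genes whose groups did not overlap and up to 4 members per list. Of the list members so chosen, a part is given with values. Genes without a symbol, XIST and genes of chromosome Y were not named. A gene named outside the rule is said to be so.

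In a test added after the data were seen, the fits were run on simulated data in which 200 of 19775 genes were changed. Gene means were the real ones, and spreads were the residual ones of the fit with a mean for each group. That spread leaves out the difference between the immortalized and less aggressive lines, which the fit of 2 groups counts as spread. The shares called below for the aggressive lines against the other 8 are therefore likely too high. For the aggressive lines against the other 8 lines, 60% of the genes changed by 1 on the log2 scale, 82% of those changed by 2 and 96% of those changed by 4 were called. Of the 183 genes called there, 16 (8.74%) had not been changed, which is above the nominal share. For the aggressive against the less aggressive lines the calls held 9.88% unchanged genes. For the aggressive against the immortalized lines it was 7.69%, and for the immortalized against the less aggressive lines 6.47%.

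Alternatives were the mean of all probe sets of a gene, leaving out probe sets that may bind related transcripts, testing every probe set, leaving out dim genes, quantile normalization, centring on the array median, an intensity trend with robust variance, array weights, other thresholds, the methods' unmoderated test, other weights of the reference lines and leaving out each line. Leaving out the 2 arrays with the largest ACTB 3' to 5' difference was chosen after seeing the data. A planned test of miRNA seed sites in 3' UTRs was not run, because no UTR sequence was used here.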

Results

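Gene expression was profiled in 12 breast cell lines to ask which genes differ between invasive lines and the rest, as candidate targets of miRNAs. The aggressive group held MDA-MB-231, HS578T, BT549 and SUM159. The less aggressive group held the cancer lines MCF7, T47D, BT474, SK-BR3, ZR-75-1 and MDA-MB-468. The immortalized group held MCF10A and MCF12A, which derive from breast epithelium. Fold changes are given on the log2 scale ± their standard error unless called fold, and levels as the mean ± SD of log2 values.

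The lines grouped largely as labelled. The mean correlation across genes was 0.921 within groups and 0.881 between groups (one-sided exact permutation p = 0.000722, 10 of 13860 assignments as large). The mean correlation of aggressive with immortalized lines was 0.917 over 8 pairs, against 0.916 over 15 pairs within the less aggressive lines. That of aggressive with less aggressive lines was 0.866 over 24 pairs and that of immortalized with less aggressive lines 0.885 over 12 pairs. These differences were not tested. The permutation test thus does not show that the immortalized lines stand apart from the aggressive ones. SUM159 had MCF12A as its nearest line (r = 0.941 across genes, which are not independent replicates). The first principal component carried 32.9% of the variance and placed both immortalized lines on the side of the aggressive ones. The ACTB 3' to 5' difference, a sign of RNA quality, was 2.73 ± 0.357 (SD, n = 4) in aggressive, 3.23 ± 0.627 (n = 6) in less aggressive and 2.56 ± 0.230 (n = 2) in immortalized lines. It did not pass a two-sided exact permutation test of the aggressive against the other 8 lines (p = 0.372).

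**Figure D1:**
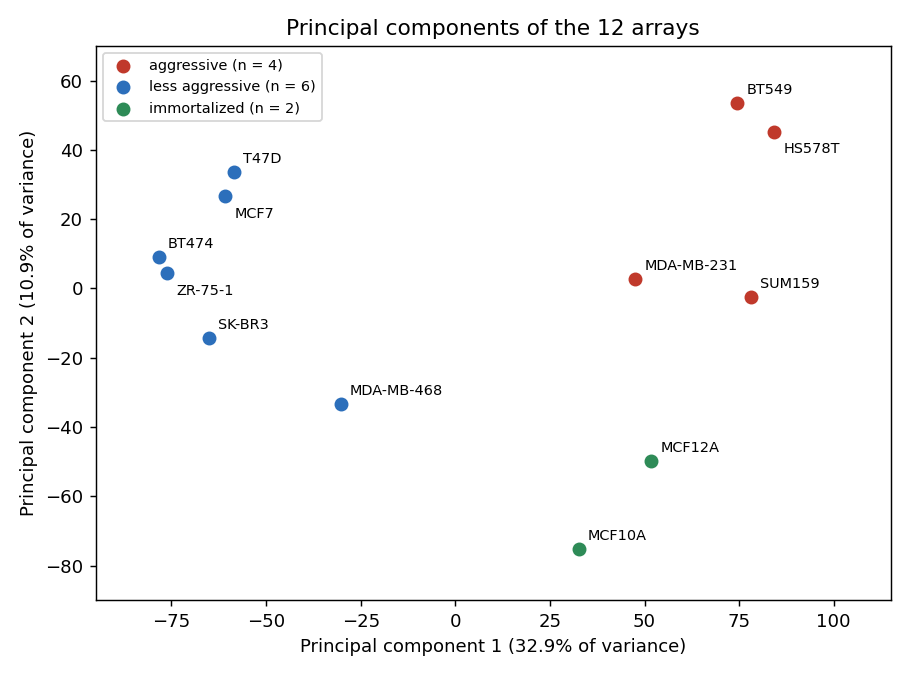
Each point is 1 array, placed by its first (x axis) and second (y axis) principal component of gene-level log2 values and coloured by group. The immortalized lines lie at 32.7 (MCF10A) and 51.8 (MCF12A) on the first component, beside the aggressive lines at 47.6 to 84.3, and MDA-MB-468 lies at -30.2.

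The first comparison, that of the study, set the aggressive lines against the other 8. EDIL3, a secreted integrin ligand, was 314-fold higher in the aggressive lines (8.29 ± 0.49, adjusted p = 8.73e-06), at 12.27 ± 1.10 (n = 4) against 3.98 ± 0.73 (n = 8). ESRP1, a splicing factor of epithelial cells, was 134-fold lower (-7.06 ± 0.36, adjusted p = 5.23e-06), at 3.74 ± 0.47 (n = 4) against 10.81 ± 0.68 (n = 8). ZEB1, a transcriptional repressor of epithelial genes, rose by 5.81 ± 0.92, the cytokine IL6 by 5.54 ± 0.83, the hyaluronan-degrading protein CEMIP by 5.52 ± 0.64 and the collagen-crosslinking enzyme LOXL2 by 5.34 ± 0.86. BCAT1, an enzyme of branched-chain amino acid breakdown, rose by 6.21 ± 0.93. TMEM158 (5.89 ± 0.80), ABI3BP (5.39 ± 0.90), PRR16 (5.37 ± 0.75) and IGFBP7 (5.15 ± 1.05) complete the 10 highest.

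The 10 lowest genes also included MAL2 (-6.20 ± 0.89) and RAB25 (-5.79 ± 1.02), which act in membrane traffic of epithelial cells, FXYD3 (-6.19 ± 0.65), S100P (-5.86 ± 0.95) and FAM110C (-5.61 ± 0.33). PROM2 (-5.17 ± 0.92), EPPK1 (-4.81 ± 0.47), the transcription factor GRHL1 (-4.80 ± 0.98) and HOOK1 (-4.74 ± 0.62) completed them. By the rule, the 4 aggressive lines lay outside the range of the other 8 in each of these genes. Over all genes that held for 2.46%, against 0.404% by chance.

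**Figure D2:**
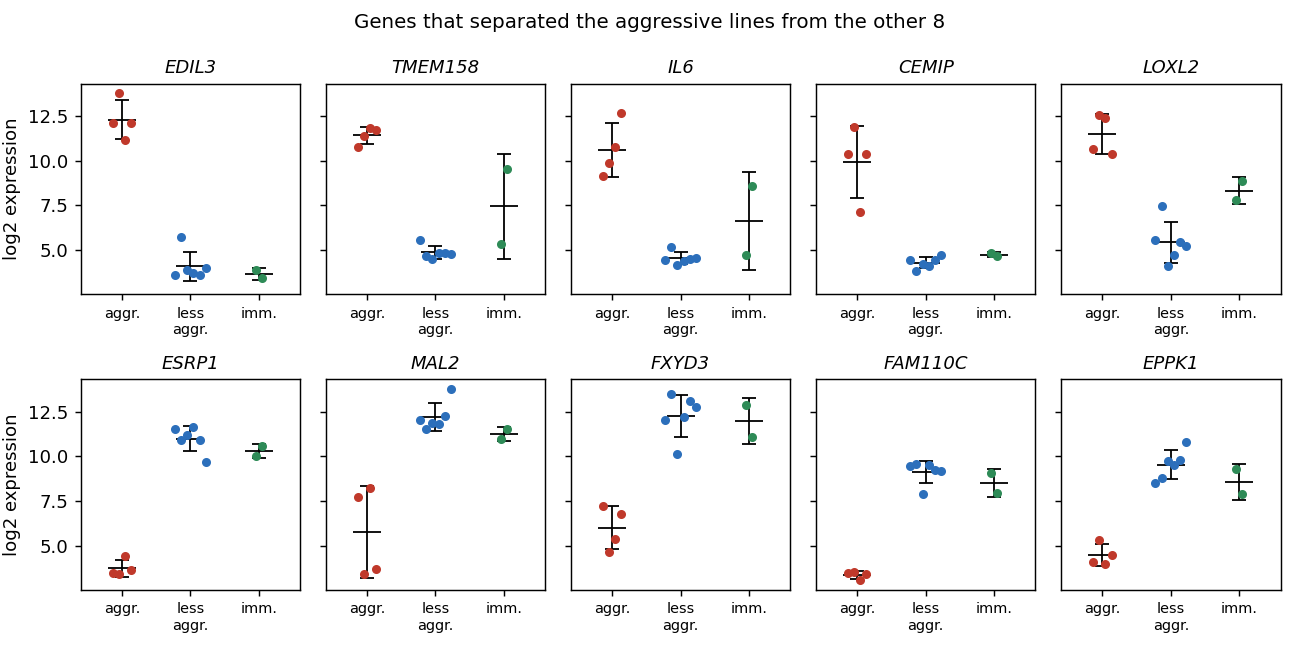
Each panel shows the log2 expression (y axis) of a gene in every line (points) by group (x axis), with the mean and SD of the group (bars). EDIL3 averages 12.27 in the aggressive lines against 3.98 in the other 8, and ESRP1 3.74 against 10.81.

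Of the 22 measured genes of the epithelial adhesion and splicing list, 16 fell (19 adjusted over the list alone) and 6 did not pass. The list shifted down (camera adjusted p = 3.17e-24, adjusted p = 0.0263 with an estimated correlation). Among its members OVOL2 (-2.95 ± 0.37), SPINT1 (-4.29 ± 0.58) and PRSS8 (-3.51 ± 0.49) fell. The 16 became 5 without HS578T or BT549, 6 without SUM159 or BT474, 8 without ZR-75-1, 9 without MDA-MB-468, T47D or MCF7 and 10 without SK-BR3. Tight junction genes fell in 4 of 13 cases (6 adjusted over the list alone), including MARVELD2 (-3.81 ± 0.54) and CLDN7 (-3.24 ± 0.51), with an adjusted p = 0.102 with an estimated correlation. Of 12 desmosome genes DSC2 fell (-4.41 ± 0.83), 6 did so adjusted over the list alone, and the list held at an adjusted p = 0.0269 with an estimated correlation.

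Of 19 mesenchymal factors and markers, ZEB1 and PRRX1 (4.46 ± 0.89) rose and 13 did adjusted over the list alone, with an adjusted p = 0.0907 with an estimated correlation. The 2 became 0 without HS578T, 7 without MCF12A, 4 without MCF10A or MDA-MB-231 and 1 without any other line but T47D. COL5A1 (3.90 ± 0.75) rose among 13 collagens (10 adjusted over the list alone, adjusted p = 0.0263 with an estimated correlation). LOXL2 and FBN1 (4.98 ± 0.85) rose among 22 matrix glycoproteins and crosslinkers (11 adjusted over the list alone, adjusted p = 0.107 with an estimated correlation). The caveolar coat gene CAVIN3 (4.58 ± 0.92) rose among 7 caveolar genes (4 higher and 1 lower adjusted over the list alone, adjusted p = 0.181 with an estimated correlation), and IL6 rose among 17 cytokine genes (5 adjusted over the list alone, also 0.181). TSC22D3 (-2.92 ± 0.59) fell among 14 glucocorticoid responsive genes and ERBB3 among 20 receptor tyrosine kinases (1 lower, and 5 higher and 2 lower, adjusted over the list alone), neither list passing as a whole.

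Beside the lists chosen by the study, no member was called in the other lists. Of 21 matrix proteases and inhibitors 13 were higher and 1 lower adjusted over the list alone, and the list held with an estimated correlation (adjusted p = 0.0263). Adjusted over the list alone, 1 of 23 actin regulators, 1 of 13 integrins, 5 of 13 fibroblast markers and 2 of 7 miRNA host genes were higher, and 1 of 5 luminal keratins and 2 of 21 luminal and estrogen receptor genes lower. With an estimated correlation these lists had an adjusted p = 0.0907 (actin), 0.301 (integrins), 0.123 (fibroblast) and 0.181 (luminal and estrogen receptor), while host genes and luminal keratins did not pass at the preset one. The YAP and TGF-beta, interferon, cell cycle and ERBB2 amplicon lists had no member past either adjustment, and an adjusted p = 0.107, 0.181, 0.181 and 0.571 with an estimated correlation. The basal, cholesterol, cAMP, blood cell, endothelial, adipocyte and reference gene lists had no member past either adjustment and no shift.

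Of the 9 genes of the study's qRT-PCR panel, 3 rose and 1 fell, and all 9 passed adjusted over the list alone. The 4 calls are adjusted over all genes, while the study used an unadjusted p below 0.05 with a fold change above 1.5. The study reported that qRT-PCR bore out its arrays for the target genes of the panel and for ERBB3. Beside ZEB1, the cadherin CDH11 rose by 2.47 ± 0.34 (1.71 to 6.76 over its 4 probe sets) and the kinase FYN by 3.17 ± 0.53, and the receptor ERBB3 fell by 5.38 ± 1.07. VIM, the main mesenchymal intermediate filament, differed by 5.85 ± 1.55 without passing (adjusted p = 0.107), as did the actin-severing protein CFL2 (2.36 ± 0.69, adjusted p = 0.138), ACSL4 (4.26 ± 1.22, adjusted p = 0.131), CSF1 (1.80 ± 0.50, adjusted p = 0.119) and SHOX2 (1.54 ± 0.43, adjusted p = 0.123). VIM passed without MCF12A (6.67, adjusted p = 0.0165) or MCF10A (6.53, adjusted p = 0.0495), and ACSL4 without MCF12A (4.87, adjusted p = 0.0314). Among the study's targets of miR-200c, CDH11, ZEB1 and PDE7B (2.72 ± 0.52) rose (3 of 27, and 20 adjusted over the list alone). Of 6 targets of miR-375 CEMIP rose (4 adjusted over the list alone), and of 2 measured targets of miR-205 none did (1 adjusted over the list alone, adjusted p = 0.179 with an estimated correlation). The study chose these 4 lists in part on these arrays, so they are not independent evidence of their direction.

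**Figure D3:**
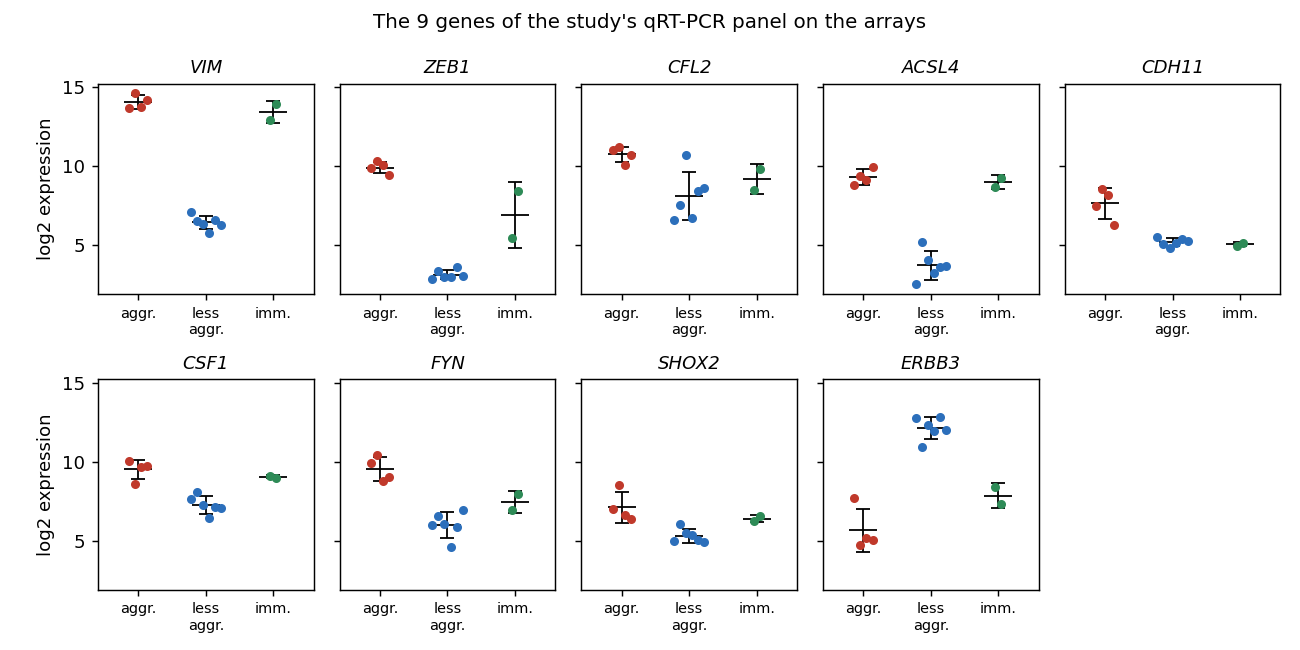
Each panel shows the log2 expression (y axis) of a panel gene in every line (points) by group (x axis), with the mean and SD of the group (bars). VIM averages 14.04 in the aggressive lines and lies at 12.91 and 13.91 in the immortalized lines, and CFL2 reaches 10.71 in a less aggressive line, T47D.

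In all, 185 genes were called, 96 higher and 89 lower. The count was 69 without HS578T, 102 without BT549, 116 without SUM159, 107 without BT474, 120 without T47D, 110 without ZR-75-1, 118 without MCF7 and 393 without MCF12A. It was 63 without SK-BR3 and ZR-75-1, the arrays of largest ACTB 3' to 5' difference. Leaving out other pairs of less aggressive lines called from 45 (BT474 and T47D) to 107 (MDA-MB-468 and T47D) genes. The 63 is thus not particular to these arrays. Both choices were made after seeing the data. Of the 35 called genes named above 17 were called whichever line was left out. In 13 of the 35 the fold moved by over 1.5 times without some line, most in PRRX1 without MDA-MB-231 (4.46 to 5.81). Without HS578T the calls of ZEB1 (adjusted p = 0.064), FYN (0.0795) and CLDN7 (0.0634) ended, and without HS578T or BT549 those of ABI3BP, LOXL2 and S100P (at most 0.0700). FBN1 was lost without HS578T, BT549 or SUM159 (at most 0.0773), RAB25 also without BT474 (at most 0.0890) and PROM2 also without BT474 or ZR-75-1 (at most 0.0980). DSC2, ERBB3, COL5A1, PDE7B, IGFBP7, GRHL1, PRRX1, CAVIN3 and TSC22D3 were lost without any of 8 to 10 lines, at an adjusted p of at most 0.152.

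The second comparison removed the immortalized lines from the reference side. VIM was 194-fold higher in the aggressive than in the less aggressive lines (7.60 ± 0.29, adjusted p = 8.06e-07), at 14.04 ± 0.44 (n = 4) against 6.44 ± 0.44 (n = 6). EDIL3 rose by 8.19 ± 0.53, the proteoglycan SRGN by 7.52 ± 1.13, the chemokine CXCL8 by 7.35 ± 1.03, the receptor kinase AXL by 7.29 ± 0.58 and IFI16 by 7.24 ± 0.63. The secretory protein AGR2 (-7.89 ± 1.25), the keratin KRT19 (-7.53 ± 1.34), the adhesion molecule EPCAM (-7.40 ± 1.04), ESRP1 (-7.23 ± 0.36), RAB25 (-6.91 ± 0.29) and MAL2 (-6.45 ± 0.94) were lowest. Within the aggressive group MDA-MB-231 had AGR2 at 10.14, EPCAM at 10.13 and KRT19 at 12.24, where the other lines stood at 5.55 or below. Without it AGR2 stood at -9.52, EPCAM at -8.87 and KRT19 at -9.46.

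Of 19 mesenchymal genes 11 rose (16 adjusted over the list alone), among them ZEB1 (6.76 ± 0.45) and SNAI2 (6.75 ± 0.42). Of 22 epithelial genes 18 fell (20 adjusted over the list alone), including OVOL2 (-3.25 ± 0.28). Tight junction genes fell in 8 of 13 cases (9 adjusted over the list alone), including TJP3 (-3.43 ± 0.29) and MARVELD3 (-2.87 ± 0.26). Of 21 luminal and estrogen receptor genes 8 fell (16 adjusted over the list alone), including the transcription factors FOXA1 (-5.72 ± 0.29) and XBP1 (-3.00 ± 0.29). These 4 lists held with an estimated correlation, at an adjusted p of at most 0.0193. The mean of the luminal and estrogen receptor list was at least 8.115 (MDA-MB-468) in the less aggressive lines. In the aggressive lines it was at most 6.938 (MDA-MB-231). The paper sorts lines like these into basal and luminal-like kinds. Aggressiveness cannot be told apart from the level of luminal genes in this comparison. Of 5 luminal keratins KRT19 and KRT8 (-4.17 ± 0.90) fell (3 adjusted over the list alone), with an adjusted p = 0.195 with an estimated correlation.

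Of 13 collagens 6 rose (11 adjusted over the list alone), COL8A1 by 6.91 ± 0.58 and COL6A1 by 4.14 ± 0.70. Of 22 matrix glycoproteins and crosslinkers 7 rose (15 adjusted over the list alone), including the crosslinking enzymes LOXL2 (6.05 ± 0.65) and LOX (5.79 ± 0.70). Of 21 matrix proteases and inhibitors 10 rose (16 higher and 1 lower adjusted over the list alone), the urokinase gene PLAU by 4.96 ± 0.29, SERPINE2 by 6.03 ± 0.88 and TIMP3 by 2.70 ± 0.52. Caveolar genes rose in 4 of 7 cases (6 higher and 1 lower adjusted over the list alone), CAVIN1 by 4.49 ± 0.54 and CAV1 by 6.65 ± 1.32. Cytokine genes rose in 8 of 17 cases (13 adjusted over the list alone), IL6 by 6.06 ± 0.76, and integrins in 3 of 13 (3 adjusted over the list alone), ITGB1 being 2.83-fold higher. Actin regulators rose in 5 of 23 cases (8 adjusted over the list alone), MSN by 6.03 ± 1.17, and YAP and TGF-beta genes in 3 of 16 (11 adjusted over the list alone), TGFBI by 5.57 ± 1.00. These 8 lists held with an estimated correlation, at an adjusted p of at most 0.0343.

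Among 20 receptor tyrosine kinases 3 rose and 1 fell (7 and 4 adjusted over the list alone), and among 14 glucocorticoid responsive genes ERRFI1 rose and TSC22D3 fell (4 and 1 adjusted over the list alone, adjusted p = 0.154 with an estimated correlation). DSC2 and JUP fell among 12 desmosome genes (6 adjusted over the list alone, adjusted p = 0.0578 with an estimated correlation). The host transcripts MIR100HG (5.00 ± 0.46) and MIR4435-2HG (1.04 ± 0.23) rose among 7 (2 adjusted over the list alone, adjusted p = 0.0690 with an estimated correlation). IFIT3 rose among 17 interferon genes (6 higher and 1 lower adjusted over the list alone, adjusted p = 0.195 with an estimated correlation), S100A2 among 12 basal genes (3 adjusted over the list alone, and 0 called without MDA-MB-231 or any less aggressive line but MDA-MB-468) and COL3A1 among 13 fibroblast markers (4 adjusted over the list alone, adjusted p = 0.0953 with an estimated correlation). The ERBB2 amplicon and cell cycle lists had no member past either adjustment and an adjusted p = 0.471 and 0.212 with an estimated correlation. The cholesterol, cAMP, blood cell, endothelial, adipocyte and reference gene lists had no member past either adjustment and no shift.

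In the qRT-PCR panel 7 genes rose and 1 fell, among them ACSL4 (5.57 ± 0.45) and ERBB3 (-6.44 ± 0.58), and 8 higher and 1 lower passed adjusted over the list alone. CFL2, outside the naming rule here and chosen after its values were seen, differed by 2.63 ± 0.72 (adjusted p = 0.0641), and without T47D it passed (3.15, adjusted p = 0.00724). Among targets of miR-200c 12 of 27 rose (25 adjusted over the list alone), including ZEB2 (4.33 ± 0.60). Of 6 targets of miR-375 CEMIP (5.63 ± 0.70) and LDHB (5.33 ± 1.26) rose (5 adjusted over the list alone), and of 2 targets of miR-205 none did (1 adjusted over the list alone, adjusted p = 0.0952 with an estimated correlation). As lists chosen by the study these are not independent evidence.

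In all, 945 genes were called, 495 higher and 450 lower, and all 185 genes of the first comparison were among them. The count was 489 without HS578T, 607 without SUM159 and 568 without SK-BR3 and ZR-75-1. In 20 of the 40 called genes given with values for this comparison the fold moved by over 1.5 times without some line, most in KRT19. Without HS578T the calls of CAV1 (adjusted p = 0.056), MSN (0.0523) and TIMP3 (0.0574, lost also without SUM159) ended. KRT8 was lost without HS578T, BT549 or MCF7 (at most 0.0831), MIR4435-2HG without any of 8 lines (at most 0.0878) and LDHB without any of 10 (at most 0.0978).

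The third comparison set the aggressive against the immortalized lines, with 2 lines on the reference side. EDIL3 was 390-fold higher (8.61 ± 0.71, adjusted p = 0.000203), at 12.27 ± 1.10 (n = 4) against 3.67 ± 0.35 (n = 2). DDAH1 (4.15 ± 0.62), FRMD4A (3.31 ± 0.49), the phosphatase gene PTPRR (2.80 ± 0.27) and SAMD9L (2.20 ± 0.38) rose, and SYNJ2 was 6.08-fold higher. The basal keratin KRT5 (-6.90 ± 1.10), the cornified envelope protein SPRR1B (-6.81 ± 0.48), ESRP1 (-6.56 ± 0.49), FXYD3 (-5.98 ± 0.95), the transporter SLC6A15 (-5.65 ± 0.32) and the monoamine oxidase MAOA (-5.55 ± 0.79) were lowest.

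Of 12 basal markers KRT5 and KRT16 (-2.59 ± 0.34) fell (9 adjusted over the list alone), and of 12 desmosome genes DSG3 (-3.68 ± 0.43) did (8 adjusted over the list alone). ESRP1 and RAB25 (-2.40 ± 0.39) fell among 22 epithelial genes (18 adjusted over the list alone). Without MCF10A these counts were 0 basal genes and 1 epithelial gene, and without HS578T or BT549 1 and 1. Without BT474 there was 1 basal gene. The 3 lists held with an estimated correlation, at an adjusted p of at most 0.0244. Of 14 glucocorticoid responsive genes ZBTB16 (-4.29 ± 0.30) and TFCP2L1 (-5.28 ± 0.72) fell (5 adjusted over the list alone, adjusted p = 0.0205 with an estimated correlation), and the medium of the immortalized lines held hydrocortisone, a glucocorticoid.

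No other list held a call. ZEB1 differed by 2.98 ± 0.61 (adjusted p = 0.103) and CDH11 by 2.58 ± 0.49 (adjusted p = 0.0743). ZEB1 stood at 5.45 in MCF10A and 8.40 in MCF12A and passed without MCF12A (4.46, adjusted p = 0.000208), and CDH11 passed without SUM159 (3.02, adjusted p = 0.00219). Adjusted over the list alone, 3 of 27 miR-200c targets were higher (adjusted p = 0.0183 with an estimated correlation), as were 2 of 6 miR-375 targets (0.117) and none of 2 miR-205 targets, and 3 panel genes were higher and 1 lower (0.0815). With an estimated correlation the mesenchymal (adjusted p = 0.506), tight junction (0.283), collagen (0.126), protease (0.0873), interferon (0.651) and cell cycle (0.615) lists, which passed at the preset correlation, did not. Adjusted over the list alone these 6 lists held 1 higher mesenchymal and 4 lower tight junction genes, and the matrix glycoproteins 2 higher and 2 lower. In the same way the cytokines held 1 higher and 2 lower, the caveolar genes 1 and 1, the integrins, miRNA host genes and fibroblast markers 1 lower each and the cAMP list 1 higher.

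In all, 56 genes were called, 13 higher and 43 lower. The count was 97 without MDA-MB-231 and 93 without MCF12A. Of the 17 called genes named for this comparison 8 were called whichever line was left out. In 8 of the 17 the fold moved by over 1.5 times without some line, most in SPRR1B without MCF12A (-6.81 to -7.93). The calls of MAOA, KRT16 and TFCP2L1 ended without MCF10A (adjusted p at most 0.204) and those of DDAH1 and FRMD4A without MCF10A or HS578T (at most 0.276). FXYD3 and RAB25 were lost without any of 5 lines, KRT5 without any of 6 and SAMD9L without any of 11, at an adjusted p of at most 0.454.

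The fourth comparison asked whether the immortalized and the less aggressive lines, which the study pooled, differ from each other. IFI16 was 240-fold higher in the immortalized lines (7.91 ± 0.80, adjusted p = 0.000622), at 11.54 ± 0.30 (n = 2) against 3.63 ± 1.36 (n = 6), and the transcription factor SNAI2 rose by 7.89 ± 0.53. S100A2 (7.47 ± 1.28) and the cytokines IL1A (7.41 ± 1.16), CXCL1 (7.24 ± 1.42) and CXCL2 (7.23 ± 1.45) followed. With probe sets left out that may bind related transcripts, IL1A stood at -0.08 (adjusted p = 0.986). KRT19 (-10.33 ± 1.69), IGFBP5 (-7.68 ± 1.66), the mitochondrial carrier UCP2 (-7.16 ± 1.17), SLC2A10 (-6.37 ± 1.07), EFHD1 (-5.97 ± 0.79) and TTC39A (-5.71 ± 0.39) were lowest. Standard errors and calls here also rest on the spread within the aggressive lines. KRT19 stood at 3.69 ± 0.175 (n = 2) against 14.01 ± 0.34 (n = 6), while its SD was 3.91 in the aggressive lines.

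Of 12 basal markers 6 rose (10 adjusted over the list alone), KRT14 by 6.98 ± 1.12, KRT5 by 6.16 ± 1.04, LAMB3 by 4.68 ± 0.79 and KRT16 by 2.27 ± 0.32. The 6 became 0 without MCF10A, 2 without MCF12A and 1 without SK-BR3 and ZR-75-1. Of 19 mesenchymal genes 6 rose (12 adjusted over the list alone), among them VIM (6.97 ± 0.37) and AXL (5.80 ± 0.74). Luminal and estrogen receptor genes fell in 5 of 21 cases (11 adjusted over the list alone), including FOXA1 (-5.47 ± 0.36) and XBP1 (-3.54 ± 0.37). Epithelial genes fell in 4 of 22 cases (11 adjusted over the list alone, and 2 called without MCF10A), including GRHL2 (-4.88 ± 0.57) and RAB25 (-4.51 ± 0.37). Cytokine genes rose in 7 of 17 cases (11 adjusted over the list alone), CXCL8 by 6.62 ± 1.31. Matrix glycoproteins and crosslinkers rose in 5 of 22 cases (11 adjusted over the list alone), LOX by 6.44 ± 0.88 and DCN by 4.55 ± 0.66. Caveolar genes rose in 3 of 7 cases (6 adjusted over the list alone), CAVIN3 by 4.00 ± 0.39, and ITGA3 (2.75 ± 0.48) rose among 13 integrins (8 adjusted over the list alone). These 8 lists held with an estimated correlation, at an adjusted p of at most 0.0261.

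Of 14 glucocorticoid responsive genes ZBTB16 (4.09 ± 0.28) and TFCP2L1 (4.76 ± 0.68) rose (9 adjusted over the list alone, adjusted p = 0.00487 with an estimated correlation). The cAMP list, fixed because the medium held cholera toxin, had no call among 10 genes (1 adjusted over the list alone). The host transcripts MIR205HG (5.21 ± 1.10) and MIR100HG (4.78 ± 0.58) rose among 7 (2 adjusted over the list alone). Among miR-200c targets 4 of 27 rose and TENT5C (-4.70 ± 0.81) fell (10 higher and 2 lower adjusted over the list alone). The panel held 3 higher genes and 1 lower gene (5 and 1 adjusted over the list alone), DIP2C fell among 6 miR-375 targets (2 higher and 1 lower adjusted over the list alone), and no miR-205 target passed.

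In the other lists 2 of 21 proteases rose (8 adjusted over the list alone), as did 3 of 16 YAP and TGF-beta genes (4), and 3 of 13 tight junction genes fell (6). DSG3 (3.66 ± 0.41) rose among the desmosome genes (2 adjusted over the list alone), COL8A1 among the collagens (3), FSCN1 among the actin regulators (4 higher and 1 lower) and DCN among the fibroblast markers (2), KRT19 fell among the luminal keratins (3), and AXL rose and ERBB3 fell among the receptor tyrosine kinases (2 and 1). With an estimated correlation an adjusted p = 0.120 was found for both desmosomes and collagens, 0.148 for actin regulators, 0.160 for luminal keratins, 0.357 for fibroblast markers and 0.476 for the ERBB2 amplicon, which held no call. The interferon, cell cycle, cholesterol, blood cell, endothelial, adipocyte and reference gene lists had no member past either adjustment and no shift.

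**Figure D4:**
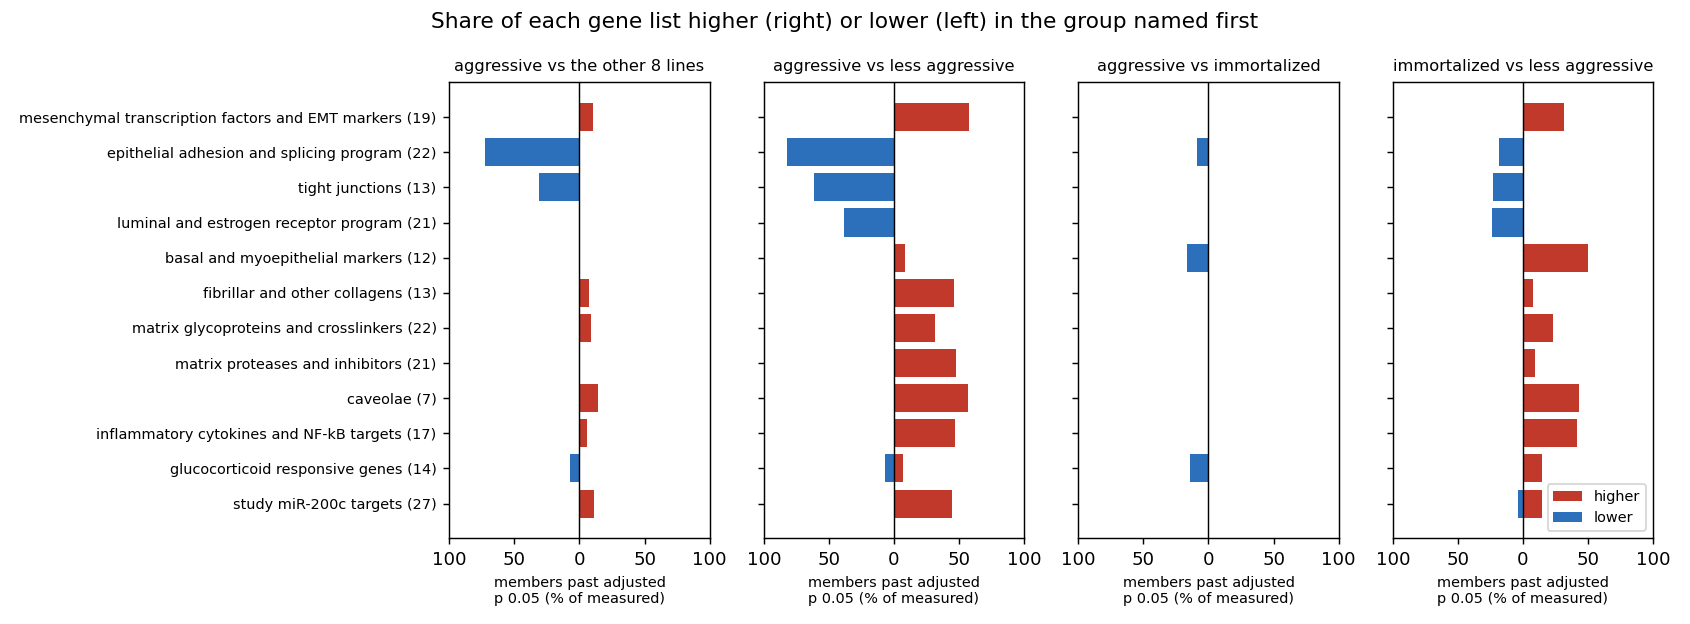
Bars give the share of each list's measured genes (number in brackets) that were called higher (right, red) or lower (left, blue) in the group named first, in percent on the x axis, for each of the 4 comparisons. In the epithelial list 16 of 22 genes fall against the other 8 lines, 18 against the less aggressive lines and 2 against the immortalized lines.

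In all, 304 genes were called, 175 higher and 129 lower. The count was 105 without MCF10A, 121 without MCF12A and 170 without SK-BR3 and ZR-75-1. Of the 33 called genes given with values for this comparison 13 were called whichever line was left out. In 13 of the 33 the fold moved by over 1.5 times without some line, most in KRT14 without MCF12A (6.98 to 9.54). S100A2, IL1A, KRT19, UCP2, SLC2A10, KRT5, LAMB3, ITGA3 and TENT5C lost their call without either immortalized line (adjusted p at most 0.240), EFHD1, KRT14, KRT16, LOX and TFCP2L1 without MCF10A (at most 0.0955) and AXL without MCF12A (0.058). CXCL1, CXCL2, CXCL8, IGFBP5 and MIR205HG lost it without any of 7 to 11 lines, at an adjusted p of at most 0.372.

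Calls against the less aggressive lines were shared, with 90 genes higher and 87 lower in both the aggressive and the immortalized lines, where independent lists would share 4.38 and 2.94. Fold changes of these comparisons correlated at 0.685 across genes, against 0.317 in simulations of unchanged groups that share the less aggressive lines, and their covariance was 0.614 against 0.0825. With the less aggressive lines split between the comparisons the correlation was 0.533, the covariance 0.524 and the median overlap 91 genes. The aggressive lines against each of the other groups shared 8 higher and 12 lower genes, where independent lists would share 0.325 and 0.979. There the correlation was 0.431 against 0.447 in simulations, and the covariance 0.312 against 0.123. With the aggressive lines split between the comparisons the correlation was 0.228, the covariance 0.191 and the median overlap 11.5 genes.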

Values the study reported

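The study reported 2412 genes that differed between the invasive lines and the normal and less invasive lines at p below 0.05 and a fold change above 1.5. Of these, 1291 were higher and 1121 lower in the invasive lines. By combining 3 kinds of gene list, it named 35 candidate targets, 27 of them for miR-200c.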

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

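No test in this part was chosen after the results were seen, since 1 fixed rule marked lines that stand apart from their group. It sets the gap between an extreme line and its nearest neighbour against the range of the group. It marked 27 of 204 sets of values, where chance marks about 1 in 20 independent sets, or 10.2. Most sets were genes given above, which were picked on these same arrays, and genes that move together are not independent. The 10.2 is thus no fair measure of chance here, and no explanation was tested.

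In the less aggressive group MDA-MB-468 was high for the basal genes KRT5 (9.97, the others at most 5.86), KRT14 (6.32, at most 4.35), KRT16 (6.96, at most 6.07), LAMB3 (7.39, at most 6.49), S100A2 (10.1, at most 7.36) and for MIR205HG (9.28, at most 5.55). It was also high for CXCL8 (7.96, at most 4.23), IFI16 (6.39, at most 3.36), MSN (11.39, at most 5.98), EDIL3 (5.71, at most 3.98) and IL6 (5.16, at most 4.54).

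In the same group MCF7 was high for SNAI2 (4.71, the others at most 3.88) and MAOA (7.12, at most 5.67) and low for EFHD1 (9.04, at least 11.15). SK-BR3 was high for MAL2 (13.74, at most 12.27) and SLC6A15 (5.05, at most 4.07), BT474 was high for TMEM158 (5.55, at most 4.86), and T47D was low for FAM110C (7.9, at least 9.2).

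Among the aggressive lines MDA-MB-231 was high for the epithelial genes AGR2 (10.14, the others at most 3.96), EPCAM (10.13, at most 4.45) and ERBB3 (7.72, at most 5.19) and low for TGFBI (9.68, at least 13.24). HS578T was high for COL5A1 (12.03, at most 10.1) and low for SYNJ2 (9.21, at least 9.64). SUM159 was high for IFI16 (11.6, at most 10.64) and low for GRHL2 (4.86, at least 5.27), and BT549 was low for TIMP3 (7.94, at least 10.13). GRHL2 in all aggressive lines lay below the lowest array median of 5.62. So did the marked values of IL6, SNAI2, SLC6A15 and TMEM158 in the less aggressive group, so that these are differences between low levels.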

How the results depend on the processing

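Only the alternative without SK-BR3 and ZR-75-1 was chosen after seeing the data. Counts of called genes, in the order of the 4 comparisons, were 185, 945, 56 and 304. The cause of a changed count was not tested unless given. With every probe set tested they were 314, 1574, 158 and 536 probe sets, which are more units. The methods' unmoderated test called 2039, 2807, 1032 and 1782 genes, or 4290, 5912, 2434 and 3989 probe sets, at its unadjusted threshold, and 60, 553, 34 and 158 genes after adjustment. Array weights gave 109 for the third and 577 for the fourth comparison, and genes above the median level gave 23 for the third, with fewer genes tested. A fit with 3 groups gave 537 for the aggressive lines against the mean of the other 8. Without SK-BR3 and ZR-75-1, which leaves fewer arrays, the counts were 63, 568 and 170, leaving aside that for the aggressive against the immortalized lines. Leaving out 1 line gave 69 to 393, 489 to 1142, 40 to 97 and 105 to 389, where a lone immortalized line is assumed to vary like the other groups. The other alternatives stayed within 1.5 times each count. Of the 32 lists, 21, 24, 13 and 21 passed at the preset correlation. With an estimated correlation 7, 15 and 5 passed in the first 3 comparisons, and with fry 7 in the third. The similarity of arrays within groups passed with Spearman correlation and with the 1000 most variable genes.

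For the named genes, leaving out 1 line gave 1596 values, of which 1359 kept their direction and side of the threshold, 231 lost the call and 6 gained it, with no change of sign in a call. Other alternatives gave 1254 values, of which 1130 were kept, 113 lost and 10 gained. Of the 113 lost, 44 were lost without SK-BR3 and ZR-75-1 and 38 with the methods' unmoderated test after adjustment. IL1A, immortalized against less aggressive, reversed to -0.081 (adjusted p = 0.986) without probe sets that may bind related transcripts, where another probe set stands for the gene. The seed site test and its alternatives were not run. The number of arrays limits the precision of every count.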

Other observations

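Genes of the first 2 paragraphs and of the last were chosen after their values were seen, as were the tests below except those of other splits of the lines. The less aggressive lines were not uniform in receptor genes. ERBB2 stood at 14.01 in BT474 and 14.43 in SK-BR3 and at 11.23 or below in the other 4 lines of that group, and its neighbour GRB7 at 10.12 and 10.40 in the same lines and at most 6.32 in the others. The estrogen receptor gene ESR1 ranged from 4.11 in SK-BR3 to 12.15 in MCF7, and the progesterone receptor gene PGR from 3.99 in MDA-MB-468 to 13.52 in T47D.

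The E-cadherin gene CDH1 stood at 3.86 in SK-BR3, next to 3.50 in SUM159 and 3.76 in HS578T, while the other 5 less aggressive lines lay at 11.27 or above. The caveolin gene CAV1 stood at 11.99 in MCF7, against 13.23 ± 0.25 (n = 4) in the aggressive lines. The adhesion receptor gene CD44 stood at 12.92 in MDA-MB-468, against 12.63 in MDA-MB-231 and 13.06 in SUM159.

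At an unadjusted threshold with a fold change above 1.5, the methods' unmoderated test called 2570 genes by at least 1 probe set for the aggressive lines against the other 8, 1518 with a higher and 1054 with a lower probe set, a gene with both counting in each. Of 34 measured candidate targets of the miRNAs, 26 passed as higher by at least 1 probe set and 23 by the probe set used here. These targets were chosen in part on these arrays.

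Among 100 splits of the lines into groups of the same sizes, 1, the real one, called as many as the 185 genes of the aggressive against the other 8 lines, and the highest other split called 41. For the aggressive against the less aggressive lines it was also 1 of 100 splits, with 945 genes against at most 105. A chance split of the lines is thus argued against for both counts, though only 100 splits were drawn for each. The splits cannot tell aggressiveness from another trait that the aggressive lines share.

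The first pattern is that fewer genes were called against the other 8 lines (185) than against the 6 less aggressive lines (945). A spread taken from the fit with 3 groups is argued against as the whole cause, since a fit of only those 10 arrays in 2 groups called 810. It does act in part, since the fit with 3 groups called 537 genes for the aggressive lines against the mean of the same 8. Each fold change is the same there as in the fit that called 185, so these 2 counts differ through the spread alone. Leaving out the immortalized pair called more genes than leaving out any other pair of reference lines (1 of 28 pairs, 810 genes against at most 391), and leaving out MCF12A alone called 393 genes, MCF10A alone 217. A candidate explanation is that the immortalized lines, MCF12A more than MCF10A, lie nearer the aggressive lines. The counts cannot show this, since lines that differ from the less aggressive ones in any direction would also widen the spread. Correlations across genes do go this way. MCF12A had a mean correlation of 0.927 with the aggressive and 0.884 with the less aggressive lines, and MCF10A 0.908 and 0.886. These differences were not tested, nor was their part in the counts. Whether origin or medium underlies the difference of the immortalized lines stays open.

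The second pattern is the higher level of glucocorticoid responsive genes in the immortalized lines. Scaling of whole arrays, which would move all genes alike, is argued against by the array medians. These lay between 5.62 and 5.71, where the list median was 2.51. Against the less aggressive lines the 11 reference genes had a median of -0.018 and a highest value of 0.45. With array medians this close that outcome was largely fixed beforehand, so it is no further test. Both immortalized lines lay above every other line in 6 of 14 genes, and in 1.79% of all genes, which restates the pattern and does not test its cause. Hydrocortisone in the culture medium may underlie this, but it cannot be told apart from the kind of line, because only the immortalized lines grew in it.

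The third pattern is that MCF12A (51.8) lay further towards the aggressive lines (47.6 to 84.3) than MCF10A (32.7) on the first principal component. Cells of an aggressive line mixed into MCF12A could give this, and would bring all their abundant transcripts. In 6 genes at 10 or above in the 4 aggressive lines and at least 4 lower in MCF10A, the share needed had a median of 27.8%, from -0.0314% in EDIL3 to 157% in NT5E, which no share can give. Of 1742 genes at 10 or above in the 4 aggressive lines, 5 (EDIL3 again, RFTN1, GNG11, IGFBP3 and TUBA1A) allowed less than 13.9%. EDIL3 allowed at most 0.481% of any of these 4 lines. With needed genes at least 3 or at least 5 lower in MCF10A it was also 5 genes, and with a level of 11 it was 3 (below 14.3%). With a level of 9 only 2 allowed less than 8.87%, short of the 3 set as a minimum. A first test, on 3 genes at 5 or below in MCF10A, was undecided. As the outcome depends on the genes taken, mixed cells cannot be told apart from a difference between the lines, and no biological explanation was tested.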
